A study of Mus musculus with 13 samples.

How the data were processed

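The labels describe purified genomic DNA of F123 mouse embryonic stem cells on which T7 RNA polymerase transcribed outward from a promoter inside a Sleeping Beauty transposon, after which the RNA was made into stranded total RNA libraries, per the labels' protocols. The libraries were a control without transposons, a pool after remobilization, a pool with transposons from plasmids, and 9 clonal lines. The sample of the parental line was not analysed here. Per the labels, the pools and the control share 1 sequencing run and are of wild type genotype, while the clones share another run and have a Rad21-dTag genotype. Run, genotype and the division into pools and clones are thus confounded.

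Each deposited table lists single-base positions with a read count and a strand, and 1 line for reads without a position. The authors deposited these counts as whole numbers with no normalization stated. The aligner, the genome build, the treatment of duplicate reads and any filter are not stated in the labels. Whether 1 count is 1 read or 1 mate of a pair is not stated either, and a bias toward even counts is described among the other observations. The counts carry no molecular identifiers, so they do not count independent molecules, and a site with 1 read may be an insertion or an error of sequencing or placement.

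The build was inferred from the data, since no header names it. Exonic sites of the plasmid pool had a TA at 1 fixed offset in 71.6% of cases when read from GENCODE M21 transcripts of GRCm38. On each of 19 autosomes the last site of the plasmid pool lay within 187.0 kb of the end of the last annotated gene. Contig names matched as well. All coordinates are 1-based GRCm38 positions.

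Positions within 10 bp of a neighbour on either strand were merged into 1 site, placed at the position with the most reads. No minimum number of reads was set. The home chromosome was the one on which most clones had a site, and the clone position was its best-supported site there. The anchor was the position that minimised the summed absolute log10 ratio of distance to name over the clones. For the distance of a clone, the anchor was fitted without that clone. The names are in whole kb or Mb, whether rounded or cut is not stated, and the anchor is no more exact than they are. The fit weighs short separations most, and it settled where the 5kb clone matched its name.

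Shares were compared with two-sided Fisher's exact tests on sites, with sites of 1 library as the units. Side and strand were compared with equal shares by two-sided exact binomial tests. Intervals are 95% exact Clopper-Pearson intervals, and a count of 0 is given with the limit of 3 counts. Correlations over the 9 clones used exact permutation of all pairings, and those over autosomes used 100000 permutations. Benjamini-Hochberg adjustment was made within each family, with a threshold of 0.05.

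No genome sequence was used here. TA at the insertion site was therefore tested only at sites inside an exon with at least 8 bases of exon on both sides, with bases read from the annotated transcripts. The span of a chromosome was taken from position 3000001 to the end of its last annotated gene. The random positions, 100000 in number, were drawn uniformly over these spans. Both points departed from the design fixed before the data were examined, which named the genome sequence and chromosome lengths.

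The rule for naming sites was also fixed before the data were examined. It covered the best-supported chromosome 6 site of each clone, sites shared by 2 or more clones, and the 5 best-supported sites of each pool. Positions were annotated with GENCODE M21.

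The alternatives were other merging distances, minimum numbers of reads, other anchors, other distances, shares of reads, other gene sets, other tolerances for TA and for shared sites, and the leaving out of sites or clones. Tests of explanations used draws matched on the properties named beside them.

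The statistics were tested on simulated data. In 200 simulated sets of 9 clones with rounded names, the fitted anchor had a median error of 266.5 bp and was within 1 kb in 100% of sets. Spacings between the real clones named in kb departed from their names by up to 1.44 kb. Rounding or cutting to whole kb allows less than 1 kb, so the simulated error may not apply to the real anchor. Merging recovered 1000 of 1000 planted sites whose reads were moved by up to 2 bp, 91.5% of them at the planted base. In 1000 draws of 746 sites from the plasmid pool, Fisher's exact test on the home chromosome share called 4.7% at the threshold, and 100% when the share was raised by 5 points. Uniform positions gave a call for any of 21 chromosomes in 8 of 100 runs. The test for pairs of neighbouring sites, on 242 sites with 200 draws each, called 3% of 100 runs without clumps and 100% with 12 sites planted 10 kb apart. It was repeated, after the result was seen, at the size of the real test (118 sites, 1000 draws each in place of 10000), where it called 5% of 100 runs without clumps, 73% with 5 planted sites and 100% with 12. With 63 sites of at least 2 reads it called 5% without clumps, and with 114 sites merged within 1 kb 5%. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.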

Results

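Insertion sites of a Sleeping Beauty transposon were mapped in F123 cells, a hybrid mouse embryonic stem cell line, by T7 in situ transcription. Sleeping Beauty is a cut-and-paste transposon that inserts at TA dinucleotides. A T7 promoter inside the transposon was transcribed outward on purified genomic DNA, and the resulting RNA was sequenced, so that reads crossing the transposon end gave the base at which the genome began. The labels describe 13 samples, each the only library of its group, and 12 of them were analysed here. These were 1 control without transposons, 1 pool of cells after the transposons of a parental line had been remobilized (the remobilized pool), 1 pool whose transposons came from transfected plasmids (the plasmid pool), and 9 clonal lines. Each clone is named after a genomic separation, 6 of them in kb (5, 20, 55, 70, 134 and 260) and 3 in Mb (2, 12 and 73). The parental line before remobilization was not analysed here. No group had a replicate, so the tests below compare these libraries with one another and not the conditions, and intervals cover counting error only.

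Depth differed widely between libraries. The control held 1 read, which had no genomic position, and 0 sites. The remobilized pool held 2619 reads, of which 2116 were placed at 746 sites. The plasmid pool held 78338 reads, of which 63031 were placed at 31146 sites. Sites with 1 read made up 42.8% of the sites of the remobilized pool and 46.9% of those of the plasmid pool, and the median was 2 reads per site in both. The clones ranged from 62 reads in the 55kb clone to 3319 reads in the 2Mb clone. Counting only sites with at least 2 reads lowered the number of sites to 427 in the remobilized pool and 16527 in the plasmid pool. Merging positions within 1 kb instead of 10 bp changed either number by less than the factor of 1.5 used as the limit for counts.

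The first question was where the clones carry their insertion. All 9 clones had a site on chromosome 6, and this chromosome was taken as the home chromosome. The best-supported site of each clone on chromosome 6 held between 55 and 3048 reads. It took a median of 99.6% of the placed reads of its clone. The 20kb clone, with 48.0% (95% exact Clopper-Pearson interval 45.0 to 51.0), and the 260kb clone, with 85.4% (83.3 to 87.3), had the lowest shares.

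The clone positions were then compared with the separations in their names, with all coordinates in GRCm38. The anchor, the position whose distances to the 9 clones fitted the names best, was chromosome 6 position 51316894. It lay between 2 lincRNA genes, 29.0 kb above the end of Gm32479 and 62.8 kb below the start of Gm26677. Leaving out 1 clone at a time moved the fitted anchor between 51316654 and 51316894, a range of 240 bp. The site of the 5kb clone was at 51321894, 5.24 kb from the anchor fitted without it, and that of the 20kb clone at 51336654, 19.8 kb away. Both lay between Gm32479 and Gm26677, as did the site of the 55kb clone at 51371177, 54.3 kb away. The 70kb clone had its site at 51387333, 70.4 kb away, in introns of the lincRNA genes Gm26677 and Gm6559. The 134kb clone had its site at 51451618 in an intron of Nfe2l3, 134.7 kb away, and the 260kb clone at 51576422 in an intron of Snx10, 259.5 kb away. All 6 of these sites lay above the anchor, toward higher coordinates. The 2Mb clone lay 2.02 Mb below the anchor at 49294140, between the pseudogene Gm18011 and Ccdc126. The 12Mb clone lay 12.8 Mb below it at 38529186, between Ubn2 and Fmc1. The 73Mb clone lay 73.6 Mb above it at 124883210, in an intron of Cd4.

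**Figure D1:**
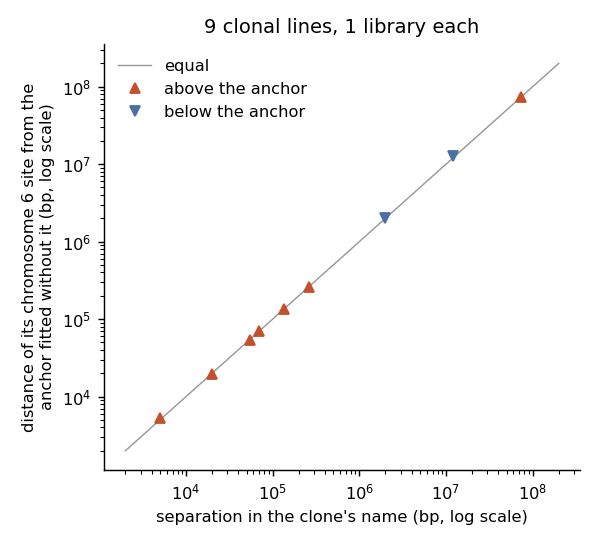
Separation in the name of each of the 9 clones (horizontal, bp, log scale) against the distance of its best-supported chromosome 6 site from the anchor fitted without that clone (vertical, bp, log scale). Each triangle is 1 library, pointing up for sites above the anchor and down for sites below it, and the line marks equality; the 12Mb clone, at 12.8 Mb, departs most from it.

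Over the 9 clones, the distance rose with the name without exception (Spearman's rho 1, two-sided exact permutation p 5.51e-06; Pearson's r of the log10 values 1.000, exact permutation p 2.76e-06, the smallest that 9 clones allow for r). Without the 73Mb and 12Mb clones, which lay farthest from the median name, r was again 1.000 (exact permutation p 0.000198, 7 clones). The anchor was itself fitted with the names of the other clones. Spacings between the 6 clones named in kb need no anchor, and over their 15 pairs the spacing departed from the difference of the names by at most 1.44 kb and by a median of 0.679 kb. For the 6 clones the distance departed from the name by at most 0.724 kb. The 12Mb clone lay 6.56%, or 787.7 kb, beyond its name, and the 73Mb clone 566.3 kb. Cut to whole Mb, without rounding, these distances give the names, and how the names were formed is not stated. The clones were all sequenced in 1 run and the pools in another, so no batch split the clones.

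The clones held 57 sites in all. Apart from sites within 100 bp of the best one, a limit chosen after the data were examined, 43 other sites were found, of which 32 had 1 read and 4 had at least 10. The 20kb clone had a site on chromosome 11 at 6430192, in an intron of H2afv, with 568 reads. This was 51.9% (48.9 to 54.9) of its placed reads, against 48.0% at the chromosome 6 site. The 260kb clone had a site on chromosome 10 at 59207313, in an intron of Sept10, with 150 reads (11.6% of its placed reads, 9.91 to 13.5), and another on chromosome 1 at 174103501 with 22 reads. The 2Mb clone had a site on chromosome 11 at 30757531 with 10 reads, 0.324% of its placed reads. These 4 sites fell outside the rule fixed for naming sites and were named after their values were seen. None of the 36 pairs of clones shared a site within 10 bp.

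The next comparison asked how the insertions of the remobilized pool spread over the genome relative to insertions from plasmids. In the remobilized pool, 244 of 746 sites lay on chromosome 6, or 32.7% (29.3 to 36.2). In the plasmid pool, 1755 of 31146 sites did, or 5.63% (5.38 to 5.90). The odds ratio was 8.14 (two-sided Fisher's exact test, p 9.58e-110). The setting that moved the difference of 27.1 percentage points most was a minimum of 5 reads per site, with 33.7 points (40.2% against 6.47%). The pools came from 1 sequencing run.

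**Figure D2:**
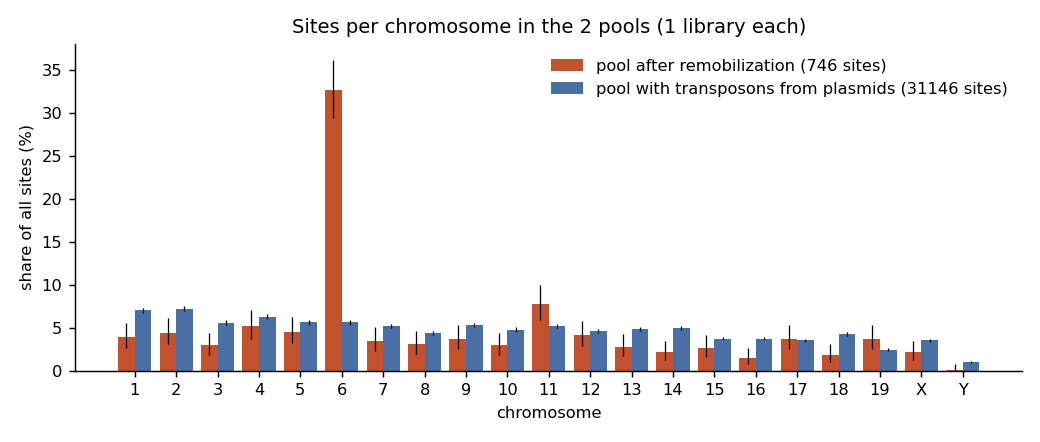
Share of all sites (vertical, %) on each chromosome (horizontal) in the remobilized pool (746 sites) and the plasmid pool (31146 sites), 1 library each, with 95% exact Clopper-Pearson intervals as bars. Chromosome 6 holds 32.7% of the sites of the remobilized pool and 5.63% of those of the plasmid pool.

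Sites near the anchor were compared within 4 distances. Within 10 kb, the remobilized pool had 16 sites, or 2.14% (1.23 to 3.46), and the plasmid pool had 0 of 31146, which allows a share of up to 0.00963%. Within 100 kb the numbers were 46 (6.17%) and 2 (0.00642%). Within 1 Mb they were 126 (16.9%, 14.3 to 19.8) and 17 (0.0546%, 0.0318 to 0.0874). Within 10 Mb they were 155 (20.8%) and 235 (0.755%). Fisher's exact test gave two-sided Benjamini-Hochberg adjusted p-values over the 4 distances of 6.86e-27, 3.42e-73, 7.25e-189 and 4.99e-150. The difference within 1 Mb was 16.8 percentage points, and it moved most, to 31.0 points, when only sites with at least 10 reads were counted. With that minimum, which leaves 29 sites in the remobilized pool, 0 sites lay within 100 kb of the anchor in either pool, and 9 of the remobilized pool lay from there to 1 Mb. With positions within 1 kb merged, 0.722% of 693 sites of the remobilized pool lay within 10 kb and 4.62% within 100 kb (Fisher's exact test, adjusted p 5.76e-09 and 7.15e-51), so many of the 16 sites lay within 1 kb of one another. Beyond 10 Mb on chromosome 6 there were 89 sites of the remobilized pool and 1520 of the plasmid pool, and on other chromosomes 502 and 29391.

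**Figure D3:**
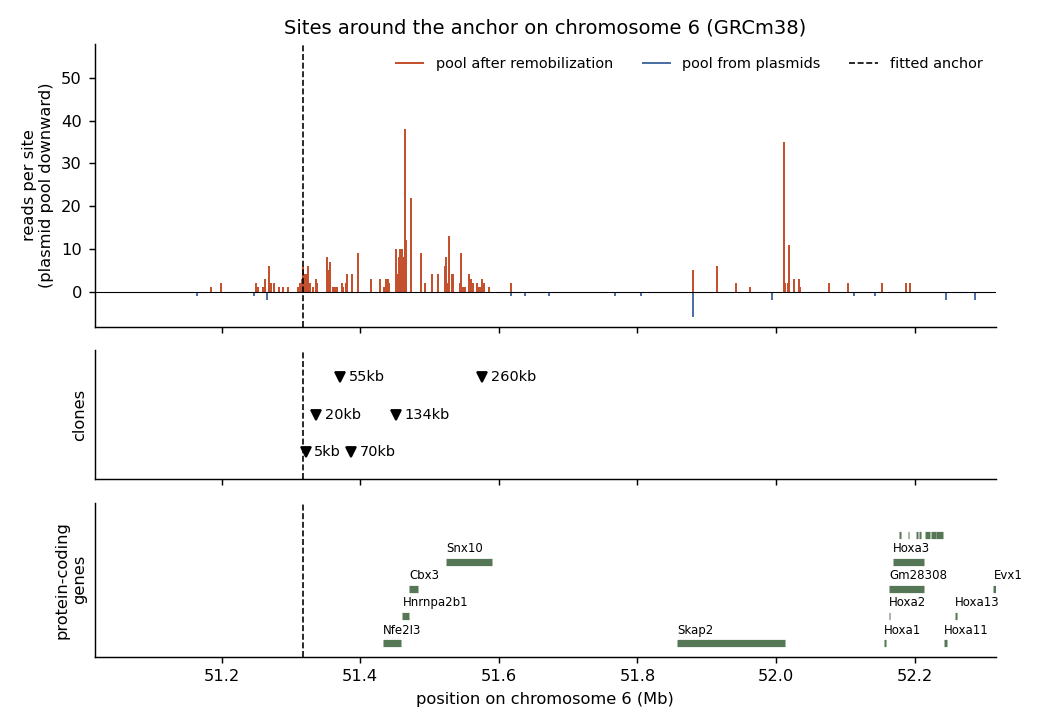
Sites on chromosome 6 from 300 kb below to 1 Mb above the anchor (horizontal, Mb, GRCm38), with reads per site (vertical) drawn upward for the remobilized pool and downward for the plasmid pool. Triangles mark the 6 clones named in kb, boxes mark protein-coding genes (crowded ones at the right are drawn without a name), and the dashed line marks the fitted anchor; more sites of the remobilized pool lie to its right than to its left.

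The sites of the remobilized pool were uneven around the anchor. Within 1 Mb, 104 lay above it and 22 below it, so that 82.5% (74.8 to 88.7) lay above (two-sided exact binomial test against equal shares, p 6.07e-14). With positions within 1 kb merged, 78.4% of 88 sites lay above (exact binomial p 7.84e-08). Neighbouring sites may not be independent, so the p-values for the sides may be too small. In steps of 100 kb, the counts above the anchor were 30, 33, 24 and 1 for the nearest 4 steps, and below it 16, 3, 0 and 0. With the anchor moved to the best-supported site of the remobilized pool, 147.8 kb higher, the share above fell to 40.5% (exact binomial p 0.0400). With the anchor at the densest 10 kb window of that pool it was 77.0%, and with the anchor at the site of the 5kb clone 76.2%. Within 100 kb of the fitted anchor it was 65.2% (exact binomial p 0.0541). The remobilized pool had its 2 best-supported sites on chromosome 6, at 51464654 in an exon of Hnrnpa2b1 with 38 reads and at 52011605 in an intron of Skap2 with 35 reads. The others of its best 5 were at 6072366 on chromosome 19 in an intron of Vps51 (23 reads), at 51473445 on chromosome 6 in an intron of Cbx3 (22 reads), and at 16736934 on chromosome 7, 1.48 kb below the start of Ap2s1 (18 reads).

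The clones were also compared with the pools site by site. The chromosome 6 insertions of 4 of the 9 clones were found in the remobilized pool, each at the same base and strand. These were the 5kb clone (3 reads in the pool), the 134kb clone (10 reads), the 260kb clone (1 read) and the 73Mb clone (1 read). None of the 9 was found in the plasmid pool. The chromosome 11 site of the 20kb clone was found in the remobilized pool with 1 read. A site of the 5kb clone with 1 read, on chromosome 11 at 109012100, lay 6 bp from a site of the plasmid pool; it fell outside the naming rule and was named after its value was seen. The 2 pools shared 11 sites within 10 bp, against a mean of 0.15 and a highest value of 2 in 100 draws of random positions on the same chromosomes. Within 1 kb they shared 35, against a mean of 16.4 and a highest value of 26 in such draws. The draws were uniform, limited neither to TA nor to sequence where reads can be placed, so they may understate sharing by chance.

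In the plasmid pool, the number of sites on an autosome followed its annotated span. Over 19 autosomes Pearson's r was 0.953 and Spearman's rho 0.911, each with a two-sided permutation p of 1e-05, the smallest that 100000 permutations can give. Without chromosomes 1 and 19, r was 0.921 (permutation p 1e-05). Only sites with at least 10 reads gave a much lower r, 0.499 (permutation p 0.0298). The autosomes had 12.4 ± 1.05 sites per Mb (mean ± SD over 19 autosomes of 1 library), from 10.9 on chromosome 8 to 15.2 on chromosome 18. Chromosome X had 6.55 sites per Mb, 0.530 times the autosome mean, and chromosome Y had 3.75. Of the 21 chromosomes, 11 departed from their share of the span at an adjusted p below the threshold of 0.05 (exact binomial tests, Benjamini-Hochberg over 21). The shares include chromosomes X and Y, whose low densities raise the share of sites on the autosomes. A call therefore need not set an autosome apart from the others. Chromosomes 2 and 14 were called with 12.6 sites per Mb each, within the SD of the autosome mean. Dense windows add to some calls. On chromosome 9, which was called, 171 of 1669 sites lay in the 1 Mb from position 3000001. Chromosome 4, also called, had 1 Mb windows with 72, 53 and 48 sites. The tests were not repeated without such windows. For chromosome 18, with 4.31% of the sites on 3.29% of the span, the adjusted p of the exact binomial test was 8.14e-21.

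**Figure D4:**
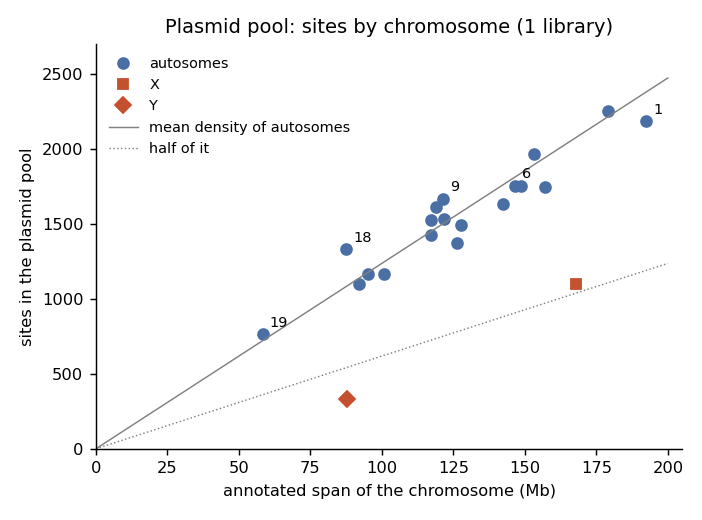
Sites of the plasmid pool (vertical) against the annotated span in Mb (horizontal) for each chromosome of 1 library. The solid line is the mean density of the autosomes, 12.4 sites per Mb, and the dotted line is 0.5 times it; chromosome 18 lies above the solid line and chromosome X, at 6.55 sites per Mb, near the dotted one.

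Sleeping Beauty inserts at TA, and the bases at the sites were therefore examined, at exonic sites only, where the annotated transcripts give the sequence. A TA lay within 2 bp of the deposited base at 49 of 53 exonic sites of the remobilized pool (92.5%, 81.8 to 97.9) and at 1364 of 1467 of the plasmid pool (93.0%, 91.5 to 94.2). At random exonic positions it did at 1033 of 4611 (22.4%, 21.2 to 23.6). The odds ratio against random positions was 42.4 for the remobilized pool (two-sided Fisher's exact test, p 3.76e-27) and 45.9 for the plasmid pool. With the TA required at 1 fixed offset, that is at the deposited base and the base before it, the shares were 71.7% and 71.6%, against 4.77% at random positions. TA was also more frequent at even offsets next to it in the plasmid pool. It lay 2 bp to either side at 19.2% and 19.7% of sites, and 3 bp to either side at 6.88% and 5.18%. The shares 1 bp to either side, 5.73% and 5.66%, are no fair comparison, since a TA at the fixed offset rules out a TA 1 bp away.

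Sites inside annotated genes made up 54.4% (50.8 to 58.1) of 744 chromosomal sites in the remobilized pool and 51.5% (50.9 to 52.0) of 30889 in the plasmid pool. Of 100000 random positions, 46.2% lay in genes. The pools did not differ from each other at this depth (difference 2.98 percentage points, Fisher's exact test, adjusted p over 3 comparisons 0.111). Both exceeded the random positions, by 8.27 points in the remobilized pool (Fisher's exact test, adjusted p 1.15e-05) and by 5.29 points in the plasmid pool (Fisher's exact test, adjusted p 5.37e-59). When genes were extended by 5 kb on each side, the pools differed, with 71.6% against 62.2% (Fisher's exact test, adjusted p 9.44e-08). Of the sites of the remobilized pool, 244 lay on chromosome 6, 126 of them within 1 Mb of the anchor. These may not be independent, so the p-values for this pool may be too small. The random positions took no account of where reads can be placed or of the low densities of X and Y. An excess over them need not be a preference for genes. The 5 best-supported sites of the plasmid pool lay in genes. They were in an intron of Nup93 at 94266272 on chromosome 8 (45 reads), an exon of I730028E13Rik at 61144924 on chromosome 9 (41 reads), an intron of Edc3 at 57733333 on chromosome 9 (36 reads), a coding exon of Gm21738 at 19417229 on chromosome 14 (35 reads), and a coding exon of Gm10800 at 98666931 on chromosome 2 (35 reads). The last lay in a 100 kb window with 55 sites, one of the densest of the plasmid pool. The Gm21738 site lay in another dense window, with 12 sites, 100% of them on the plus strand. Both sites may thus be errors of placement.

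The plus strand held 53.8% (50.1 to 57.4) of the sites of the remobilized pool, 50.1% (49.5 to 50.6) of those of the plasmid pool, and 52.0% (45.6 to 58.5) of the chromosome 6 sites of the remobilized pool. For the first, the two-sided exact binomial p was 0.0440 before and 0.132 after adjustment over the 3 sets, and the adjusted exact binomial p of both others was 0.764. With at least 5 reads per site the plasmid pool had 54.7% of its sites on the plus strand (exact binomial test, adjusted p 0.000203). Without a minimum, this pool included 183 sites on the contig Un_JH584304, of which 8.74% were on the plus strand. It also included 156 sites in 1 window of chromosome 9, of which 1.92% were. Its strand share was not computed without these sites.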

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

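The tests in this part were chosen after the results were seen, except that of the number of sites against the number of reads. Over the 9 clones, 5 measures were tested at both ends for a value far from the others, and 2 of these 10 tests stood out. Chance gives about 1 in 20, and the clones are different lines, not replicates.

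The 2Mb clone had 26 sites, and the next clone, 260kb, had 13. The gap was 0.52 of the range, above the critical value for 9 values. Both had many sites with 1 read, 19 and 9. Carry-over from another library is argued against, since 0 of their 36 sites away from the main one were found in any other library. Depth stays open. The number of sites rose with placed reads over the 9 clones (Spearman's rho 0.869, exact permutation p 0.00401; Pearson's r 0.838, exact permutation p 0.0103), but without the 2 clones farthest from the median depth the relation was not past the threshold (r 0.445, exact permutation p 0.333; rho 0.746, exact permutation p 0.0619). The 2Mb clone had the most placed reads, 3088, as well as the most sites. The 260kb clone did not follow depth in this way, with 13 sites on 1293 placed reads. The deeper 5kb and 134kb clones had 6 sites on 1562 and 3 sites on 1796 placed reads. The number of sites may thus follow depth in part, and real insertions in part of the cells cannot be told apart from depth. No biological explanation was tested.

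The 20kb clone had 48.0% of its placed reads at its best chromosome 6 site, and the lowest of the others had 85.4%. The reason was the site on chromosome 11 with 568 reads, 1.08 times the 526 reads at the chromosome 6 site. Reads carried over from another clone library are argued against, since 0 of the other 8 clone libraries held the site. A mixture of 2 clonal lines and 2 insertions in every cell cannot be told apart, since both allow this ratio of 1.08 and no other measurement of the line was used here. The site was also present in the remobilized pool, with 1 read. The clone was labelled by its chromosome 6 separation, and another site with as many reads could matter wherever the line is used as if it carried 1 insertion.

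Reads without a genomic position were not used in any comparison. They made up 19.2% (17.7 to 20.8) of the reads of the remobilized pool and 19.5% (19.3 to 19.8) of those of the plasmid pool, and among the clones they ranged from 6.96% in the 2Mb clone to 35.2% in the 5kb clone. The control held 1 such read, against 7 to 15307 in the other 11 libraries. Whether background of cells without transposons contributes cannot be told apart from this 1 read, since the sequencing effort behind the control is not given in its table. The share in the plasmid pool was only 0.334 points above that in the remobilized pool, within the interval of the latter. This cannot decide whether reads that run into the donor plasmid are the cause. Whether the cells of the remobilized pool also held donor sequence is not known here, and similar shares could then arise. Repeats next to single insertions stay open as a candidate explanation for the spread among clones and were not tested. No biological explanation was tested.

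The contig Un_JH584304 held 183 sites in the plasmid pool, of 257 on all contigs outside the chromosomes, while the control had 0 sites anywhere. On this contig 8.74% (5.08 to 13.8) of the sites were on the plus strand. Insertions in many copies of a repeat, all placed on 1 contig, could raise the number, but equal strands would then be expected unless placement depends on the strand. This was not tested, so the explanation cannot be told apart from placement errors. The densest window of a chromosome, chromosome 9 from 3000001 to 3100000, was similar, with 156 sites, 1.92% of them on the plus strand, and 0 sites of the remobilized pool. No biological explanation was tested.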

How the results depend on the processing

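All alternatives in this part were chosen before the data were examined. No paired analysis was possible because each group had 1 library. The share of TA dinucleotides per chromosome was not run, since no genome sequence was used here. Within 10 kb there is no value once the sites within 10 kb are left out. Across 179 recomputed values, 149 kept their direction and side of the threshold, or stayed within the limits set for values without a test. The cause was not tested unless stated.

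The home chromosome share of the remobilized pool exceeded that of the plasmid pool under all 9 alternatives, by 23.5 to 33.7 percentage points. With shares of reads the difference was 31.5 points, and near the anchor it was 23.1 points within 1 Mb and 25.1 points within 10 Mb. The remobilized pool's shares of reads lay above the intervals of its shares of sites in these 3 cases. The difference within 1 Mb ranged from 12.6 to 31.0 points over 13 alternatives, within 100 kb from 0 to 7.77 over 13, and within 10 kb from 0 to 3.04 over 12. With at least 10 reads per site the differences within 10 kb and 100 kb were 0. Of the 29 sites left in the remobilized pool, 9 lay from 100 kb to 1 Mb and 0 within 100 kb. Without a minimum, reads per site were 2.67 ± 2.02 at 46 sites within 100 kb and 4.59 ± 6.24 at 80 sites from there to 1 Mb (mean ± SD over sites, compared after the result was seen). Neighbouring sites there may not be independent, so the tests run on these values are not used and the reason for the 0 stays open.

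The relation of clone position to name held under all 3 alternatives (rho 1 in each). TA at the insertion site exceeded random positions under all 8 alternatives in both pools, by 54.7 to 77.6 points in the remobilized pool and by 55.1 to 74.1 in the plasmid pool.

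Above the anchor lay 82.5% of the sites of the remobilized pool within 1 Mb, and 40.5% when the anchor was set at the best-supported site of that pool. That construction moves the dividing point 147.8 kb into the dense stretch. Within 100 kb of the anchor it was 65.2%, no longer past the threshold, with 46 sites in place of 126. Of the 3 other anchors, 1 thus reversed the direction, and the other 2, at the densest 10 kb window and at the site of the 5kb clone, gave 77.0% and 76.2%.

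The comparison of the pools for sites in genes passed the threshold with at least 5 reads per site (12.2 points, 117 sites of the remobilized pool) and with genes extended by 5 kb on each side (9.43 points). In the other 6 alternatives it did not. Strand shares passed it in 5 cases. With positions within 1 kb merged, the plus strand held 54.4% in the remobilized pool and 50.7% in the plasmid pool. With at least 2 reads it held 55.3% and 50.9%, and with at least 5 reads 54.7% in the plasmid pool.

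Counts moved with the minimum of reads. The remobilized pool had 427, 117 and 29 sites with at least 2, 5 and 10 reads, the plasmid pool 16527, 1823 and 199, and the 9 clones together 22, 14 and 13 in place of 57. With each position as a site the clones had 87. The number of chromosomes off their span in the plasmid pool fell from 11 to 6 with at least 5 reads and to 1 with at least 10, where fewer sites were tested. Clone sites also found in another library rose from 6 to 10 within 100 bp and 13 within 1 kb, and sites shared by the pools from 11 to 17 and 35, where random positions gave means of 0.15, 1.80 and 16.4. The control had 0 sites throughout. Sites with 1 read made up 42.8% of the remobilized pool and 46.9% of the plasmid pool, so a minimum of reads lowers the counts of both.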

Other observations

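The tests in this part that were chosen only after the result was seen are those of independent insertions and of a shared run for the recovered clones, of positions counted several times, of X copy number, of the remobilized pool on chromosome 18, of even read numbers, of shared positions of the pools, and of the sides of the anchor within 300 kb. The predictions of the others were written before their results. All patterns were noticed in these data, so the explanations are hypotheses, and each rests on 1 library per group.

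The chromosome 6 insertions of 4 of 9 clones were present in the remobilized pool at the same base and strand. Independent insertions at the same base are argued against, since moving the 9 positions by up to 5 kb at random gave a mean of 0.0029 hits, and 0 of 10000 draws reached 4. Carry-over within a sequencing run is argued against, since 0 of the 9 clone libraries share the run label of the pool, and none of the 9 insertions was found in the plasmid pool. Carry-over of material at the bench, or between runs, stays open, and 1 site of the 5kb clone with 1 read lay 6 bp from a site of the plasmid pool. The clones may have been drawn from the cells of the pool. The Chao1 estimate from its 319 sites with 1 read and 182 with 2 reads was 1023 insertions, of which 746 sites are 72.9%. The pool held 44.4% of the clone insertions (exact interval 13.7 to 78.8). This comparison decides nothing, since reads are not independent molecules and sites with 1 read may be errors, so the explanation stays open. The labels give the clones another genotype than the pool, and how the lines relate is not stated.

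Away from chromosome 6, sites of the remobilized pool lay among more protein-coding genes than those of the plasmid pool. Within 500 kb on either side there were 16.6 ± 13.1 genes at 499 sites and 9.29 ± 10.2 at 28805 sites (mean ± SD over sites, difference 7.35, permutation p 1e-05, the smallest that 100000 permutations can give). The choice of chromosomes, as the whole cause, is argued against by a difference of 6.74 when labels were permuted within chromosomes (permutation p 1e-05). Sites with 1 read are argued against by a difference of 8.56 among sites with at least 2 reads (permutation p 1e-05). A site with 2 reads may often be 1 molecule, as described below for even read numbers, so sites of 1 molecule stay open. Pile-ups in the plasmid pool are argued against by a difference of 7.62 without 130 windows of 100 kb that held 6 or more of its sites (permutation p 1e-05). Over 18 autosomes, the remobilized share relative to the plasmid share rose with gene density (Pearson's r 0.652, permutation p 0.00460; Spearman's rho 0.581, permutation p 0.0131; r 0.701 without chromosomes 7 and 11), and it was highest on chromosomes 19 (2.14) and 11 (2.10). A candidate explanation is that cells with insertions in active surroundings were kept, or that the transposon leaves chromosome 6 for gene-rich neighbourhoods. The files do not separate these, nor a difference in how the cells of the 2 pools were selected.

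Beyond 1 Mb from the anchor, the 118 chromosome 6 sites of the remobilized pool lay in clumps. They formed 48 pairs 1 kb to 100 kb apart, against a mean of 20.2 and a highest value of 40 in 10000 draws from the plasmid pool matched on side and distance (permutation p 0.0001, the smallest that 10000 draws can give). Insertions counted at several positions are argued against as the whole cause, since with positions within 1 kb merged in both pools 43 pairs remained among 114 sites, against a mean of 18.6 and a highest value of 40 (permutation p 0.0001). Sites with 1 read are argued against, with 17 pairs among 63 sites with at least 2 reads against a mean of 5.98 (permutation p 0.0001). Sites of 1 molecule stay open here too, since a site with 2 reads may often be 1 molecule. Draws matched on side, distance and 4 classes of gene number, cut at quartiles, gave a mean of 20.6 pairs and a highest value of 42. Differences in gene number between these classes are thus argued against as the whole cause. Gene density itself stays open, since classes this coarse leave differences in gene number within a class unmatched. A candidate explanation is that the transposon moves preferentially to places that touch its origin, or hops again from a new place; neither was tested, and contact maps were not used here.

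Around the anchor, the sites of the remobilized pool were dense up to 300.6 kb above it, and then 263.1 kb followed without a site. In that gap the plasmid pool had 6 sites, so that it was not closed to mapping. Below the anchor, 605.3 kb without a site began at 131.7 kb, with 4 sites of the plasmid pool inside. The orientation of the transposon is argued against as the reason for the surplus above, since the share above was 81.9% of 72 plus-strand sites and 83.3% of 54 minus-strand sites. Uneven placement of reads stays open at this depth, since the plasmid pool had 11 sites above and 6 below within 1 Mb, and the pools did not differ (Fisher's exact test, p 0.103). Within 300 kb, a window chosen after the values were seen, the remobilized pool had 87 above and 19 below and the plasmid pool 0 and 3 (Fisher's exact test, p 0.00734). There the plasmid pool leaned the other way, which speaks against uneven placement, but on 3 sites. A boundary of chromosome contacts could give such edges, and no measurement of contacts was used here.

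Chromosome X had 0.535 (0.503 to 0.568) times the sites per Mb of the autosomes in the plasmid pool and 0.445 (0.253 to 0.731) times in the remobilized pool, the latter on 16 sites without chromosome 6. A single copy of X is a candidate explanation. The interval of the plasmid pool lies just above 0.5, but the 6.55 sites per Mb on X were within the spread of the autosomes around the value for 1 copy, 6.18 ± 0.527. Sequence where reads are not placed, as the whole cause, is argued against by a ratio of 0.583 (0.368 to 0.880) inside protein-coding exons, on 23 sites of X. Chromosome Y had 329 sites, or 3.75 per Mb, below the value for 1 copy and its spread. A single copy alone would thus not give the density of Y, and the reason was not tested.

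Chromosome 18 had 1.25 (1.18 to 1.32) times the sites per Mb of the other autosomes in the plasmid pool. A few dense windows are argued against, since the median over 87 windows of 1 Mb was 15 sites, against 12 on the other autosomes (permutation p of the difference in means 0.000780), and all 8 windows of 10 Mb lay above the median of the others. In the remobilized pool the ratio was 0.739 (0.401 to 1.25), on 14 sites, and this interval reaches that of the plasmid pool, so a preference for chromosome 18 in both pools cannot be excluded. An extra copy in part of the cells of the plasmid pool may be another explanation and was not tested; 3 copies in all cells would give a ratio of 1.5.

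Even numbers of reads per site were in excess. In the plasmid pool 10359 sites had 2 reads, 2279 had 3, 2066 had 4 and 671 had 5. The number with 4 reads was 1.67 times the geometric mean of its neighbours, and that with 5 reads was 0.662 times. In the remobilized pool the same ratios were 1.21 and 0.904. The counts are consistent with both reads of a pair being counted at many sites. A site with 2 reads would then often be 1 molecule, so a minimum of 2 reads is weaker than it looks.

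The 2 pools shared 11 positions, 7 of them at the same base and strand, and 9 of the 11 had 1 read in the remobilized pool. Their median in the plasmid pool was 3 reads against 2 for all its sites (permutation p 0.0106). Carry-over from the plasmid pool library may account for some, but 4 were at a different base or strand, and 2 of the 3 with the most reads lay at such a different base. A shared position on chromosome 2 lay in the 100 kb window with 55 sites of the plasmid pool. Errors of placement therefore stay open as well. The 11 positions are too few to tell these apart.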
